A study of Mus musculus with 12 samples.

How the data were processed

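The series compared RNA from mice with and without the gene Dis3l, which encodes a catalytic subunit of the cytoplasmic RNA exosome, a complex that degrades RNA from its 3′ end. The labels list 12 samples in 4 groups of 3 samples each: knockout blastocysts, wild-type blastocysts, knockout embryonic stem (ES) cells and wild-type ES cells. Per the labels' protocols, blastocyst libraries were made from single embryos by tagmentation of cDNA with Tn5 transposase, while ES cell libraries were stranded libraries from RNA depleted of ribosomal RNA. Per the labels' protocols, the ES cell lines were derived and grown on a feeder layer of inactivated mouse embryonic fibroblasts.

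The values came from one table of comparison results per material, and neither table holds a value per sample, so 0 columns of per-sample values were used or left aside. Per the file headers, the tables are of the kind that DESeq2 writes. The aligner, the counting program, the tool's version and the direction of the comparison are stated neither in the file headers nor in the labels. The signal column holds the authors' mean over the libraries of normalised read counts, per the file headers. The log2 columns hold the authors' log2 fold change and its standard error, per the file headers. The score column is the authors' Wald statistic, which equalled the log2 fold change divided by its standard error in both tables. The p-value columns hold the authors' two-sided p-value and an adjusted p-value, per the file headers. The Benjamini-Hochberg adjustment, recomputed over the genes that have an adjusted p-value, gave back the deposited adjusted p-values in both tables.

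The log2 fold changes of the ES cell table appear shrunken towards 0. Their standard errors did not exceed 0.33 on the log2 scale and were lower for genes with a mean of 2 to 5 (median 0.23) than for genes with a mean of 20 to 50 (median 0.33), so a fold change there understates the ratio of the reads. In the blastocyst table the standard errors reached 4.08, and no such ceiling was seen. Sizes of change are therefore not comparable between the tables.

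The design fixed before the data were examined assumed counts per sample, with the authors' own statistics as the fallback where a table holds no per-sample values. That fallback was used: genes with the authors' adjusted p-value under 0.05 were counted as changed. No model across both materials could be fitted, so a difference in genotype effect between materials was not tested in one model. Other splits of the samples were not drawn, because neither table holds a value per sample. Genes were named by a rule fixed beforehand: Dis3l, any changed member of the exosome and SKI list, and per material up to 5 rises and 5 falls with the largest log2 fold change among changed genes with an authors' mean of at least 50 and a proper gene symbol. Genes outside the rule are named as chosen after their values were seen. The rule's condition on separate libraries could not be applied.

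For 8 gene lists fixed before the data were examined, the median log2 fold change was set against 10000 random lists of the same size, drawn from the other tested genes within 20 bins of mean expression, and its percentile was recorded. The lists were exosome and SKI subunits without Dis3l, pluripotency, trophectoderm, primitive endoderm, integrated stress response, p53 targets, interferon-stimulated genes and fibroblast genes. Such a percentile describes the table and is not a test over samples. The overlap of calls was tested with a one-sided Fisher's exact test. GC content and length came from the longest transcript of each gene in GENCODE M21 on GRCm38, for 99.9% of the tested ES cell genes and 99.6% of the tested blastocyst genes. Of the gene IDs, 12997 of 13009 in the ES cell table and 45143 of 45706 in the blastocyst table were found in that annotation, with identical coordinates for 92.1% and 83.2% of them. Coordinates are given as the tables give them, on GRCm38.

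Depth was read from the authors' means. A mean of normalised counts is a sum of whole reads, each worth a fixed step per count column, so the steps were searched for from the recurring differences between low means, and each mean was solved for the whole reads in each column. A count column was placed on the positive or the negative side of the comparison by the sign of the authors' log2 fold changes it goes with. Count columns were not assigned to samples or genotypes, and no p-value was computed across them. For some ES cell genes it was counted whether the columns of the sides lay apart. The reads of one gene of the blastocyst table are not reported here. The recovered reads give counting precision only, since amplified reads without molecular identifiers are not independent molecules.

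The calculations were tested on simulated data. With changes drawn from the deposited standard errors, 200 genes with a log2 change of 2 were simulated in each table. They were recovered in 100% of cases in the ES cell table (10739 genes) and in 23.0% in the blastocyst table (15209 genes). In the blastocyst table a log2 change of 4 was recovered in 59.5%. The simulated ES cell change was on the scale of the shrunken fold changes. Its 100% therefore does not give the recovery of a read ratio of that size. Dis3l in ES cells, with a log2 ratio of −1.78 from its reads, was not past the adjusted threshold. Of 100 random lists of 20 genes without a shift, 6 in the ES cell table and 9 in the blastocyst table lay outside the central 95% of random lists. In 10 simulated tables of 4 columns with differing size factors, the steps were recovered in 10 and the reads in 500 of 500 genes. Narrower forms of the search had failed on some simulated tables, among them the same 10, and were replaced, so these tables do not test the search independently. The replacement left the values from the deposited tables as they were. Reads simulated in 6 columns with known steps were recovered for 500 of 500 genes.

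The alternatives computed were a stricter threshold of 0.01, a minimum absolute log2 fold change of 1, adjustment over every gene with a p-value and a minimum mean of 50. Alternatives added after seeing the data were protein-coding genes only, autosomal genes only, statistics rescaled to a robust SD of 1, other list measures, looser thresholds for the overlap, and other estimates for Dis3l. The work used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, with the random seed 20.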

Results

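Gene expression was measured by RNA sequencing in Dis3l knockout and wild-type mouse blastocysts, the embryo stage before implantation, and in ES cells, cultured pluripotent cells derived from blastocysts. Each of the 4 groups has 3 samples in the labels. The question addressed was which transcripts change when the cytoplasmic exosome subunit is lost, in embryos and in cultured cells. All fold changes, standard errors and p-values below are those of the authors' deposited tables, and signs are given as deposited because the direction of the comparison is not stated.

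The blastocyst table listed 45706 genes, of which 17367 had a mean above 0 and 15209 an adjusted p-value. The ES cell table listed 13009 genes, each protein-coding, of which 10739 had an adjusted p-value. The authors' means added up to 4608910 in the blastocyst table and to 1513920 in the ES cell table. Among tested genes, the median standard error of the log2 fold change was 0.92 in blastocysts and 0.31 in ES cells. The ES cell errors are those of shrunken fold changes.

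The blastocyst means were sums of whole reads over 6 count columns, 3 on each side of the comparison. Of 1000 genes drawn with a mean up to 6, 1000 had exactly 1 solution. The size factors, which are relative depths, were 1.40, 0.985 and 0.875 on the positive side and 1.62, 0.897 and 0.695 on the negative side. The ES cell means were sums of whole reads over 4 count columns, 2 on each side, whereas the labels list 6 ES cell samples. Exactly 1 solution was found for 12137 of the 12137 genes with a mean up to 350. Size factors were 1.25 and 0.759 on the positive side and 1.05 and 1.03 on the negative side. Over those genes, which are part of each library, the columns held 1036406, 631863, 863843 and 886022 reads in the same order.

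The targeted gene was examined first. Dis3l (ENSMUSG00000032396) is protein-coding and lies on chromosome 9 from 64306756 to 64341288 (GRCm38). In ES cells the authors' deposited table gave Dis3l a mean of 24.1 normalised counts and a log2 fold change of −0.88 with a standard error of 0.33. The p-value of that Wald test in the authors' deposited table was 0.00778, and the adjusted p-value was 0.445, so Dis3l was not past the threshold after adjustment. The recovered ES cell reads of Dis3l were 14 and 8 in the positive-side columns and 39 and 39 in the negative-side columns, a log2 ratio of −1.78 after normalisation, which is the alternative that moved this value most. The positive side was lower in Dis3l in both of its columns. The columns were not assigned to genotypes from this difference.

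In blastocysts the authors' deposited table gave Dis3l a mean of 8.14 normalised counts, with a log2 fold change of 0.28, a standard error of 1.91 and an adjusted p-value of 0.997. The reads were 26, 8 and 0 on the positive side and 10, 4 and 8 on the negative side. A difference in Dis3l was not detected, and reads of the gene were present on both sides. Which side holds the knockout embryos could therefore not be read from the targeted gene.

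In blastocysts 15 genes had an adjusted p-value under 0.05 in the authors' deposited table, 2 with a positive and 13 with a negative log2 fold change. At an unadjusted p-value under 0.05 there were 945 genes, 6.21% of those tested, and 408 of them were positive. Restricting the test to genes with a mean of at least 50 moved the count most, to 8. The 15 genes had absolute log2 fold changes from 1.46 to 8.19. The 1 rise that met the naming rule was Chac1 (chromosome 2, 119351229 to 119354381), with a mean of 80.7 and a log2 fold change of 3.99, a standard error of 0.80 and an adjusted p-value of 0.00213 in the authors' deposited table. Baiap2l1 (chromosome 5, 144264526 to 144358112) had the smallest adjusted p-value of the authors' deposited table, 6.94e-09, with a mean of 293 and a log2 fold change of −4.35 and a standard error of 0.60. Fabp5 (chromosome 3, 10012548 to 10016607) had the largest named fall in the authors' deposited table, −4.83 with a standard error of 0.96. The other named falls in the authors' deposited table were Inpp5d on chromosome 1 (−4.04), Slc37a2 on chromosome 9 (−3.59) and Tes on chromosome 6 (−2.59), with adjusted p-values of 0.00132, 0.00284 and 0.0179.

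Several changed blastocyst genes outside the naming rule, singled out after their values were seen, had no reads on one side. Coro2a, Zcchc24, Apoc2, Ace and Wdr35 had 0 reads in the 3 positive-side columns, and Pkhd1 had 0 reads in the 3 negative-side columns. Against a floor of 3 reads per column, Coro2a was at least 17.2-fold lower on the positive side, Zcchc24 at least 16.2-fold, Apoc2 at least 17.5-fold, Ace at least 15.3-fold and Wdr35 at least 15.0-fold. E2f2, with 2 reads on the positive side, was at least 17.8-fold lower there, and Pkhd1 was at least 11.9-fold higher. The floor is in reads. If both mates of a read pair were counted, a floor of 3 fragments would give lower limits. Without the highest column of the other side these limits fell to 13.1, 11.9, 10.8, 13.1 and 2.05 for the first 5 genes, 17.1 for E2f2 and 7.69 for Pkhd1. In Wdr35, 1 column decided the value, since the negative-side reads were 190, 8 and 2. Gstp2 has near-identical copies in its gene family, so its reads could have been split and its call is uncertain.

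In ES cells 28 genes had an adjusted p-value under 0.05 in the authors' deposited table, 5 with a positive and 23 with a negative log2 fold change. At an unadjusted p-value under 0.05 there were 604 genes, 5.62% of those tested, and 237 of them were positive. Rescaling the statistics to a robust SD of 1, an alternative chosen after seeing the data, moved this count most, to 90 genes. Efhc2 (chromosome X, 17132049 to 17319368) had the largest change in the authors' deposited table, with a mean of 93.8, a log2 fold change of −2.52, a standard error of 0.31 and an adjusted p-value of 4.02e-12. Its reads were 11 and 12 on the positive side and 138 and 227 on the negative side. The other named falls in the authors' deposited table were Dclk2 on chromosome 3 (−1.89), Slc6a8 on chromosome X (−1.83), Fkbp6 on chromosome 5 (−1.72) and Cdh4 on chromosome 2 (−1.70), with standard errors of 0.29, 0.25, 0.32 and 0.31. The named rises in the authors' deposited table were Kctd16 on chromosome 18 (1.51), Tex15 on chromosome 8 (1.42), Cadps2 on chromosome 6 (1.34) and Tmem47 on chromosome X (1.22), with adjusted p-values of 0.000686, 3.08e-05, 0.00821 and 0.00124. Pramel6, Pramel7, Xlr3c, Xlr5a and Xlr5c, singled out among the falls after their values were seen, belong to families of near-identical genes, so their reads could have been split and their calls are uncertain.

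**Figure D1:**
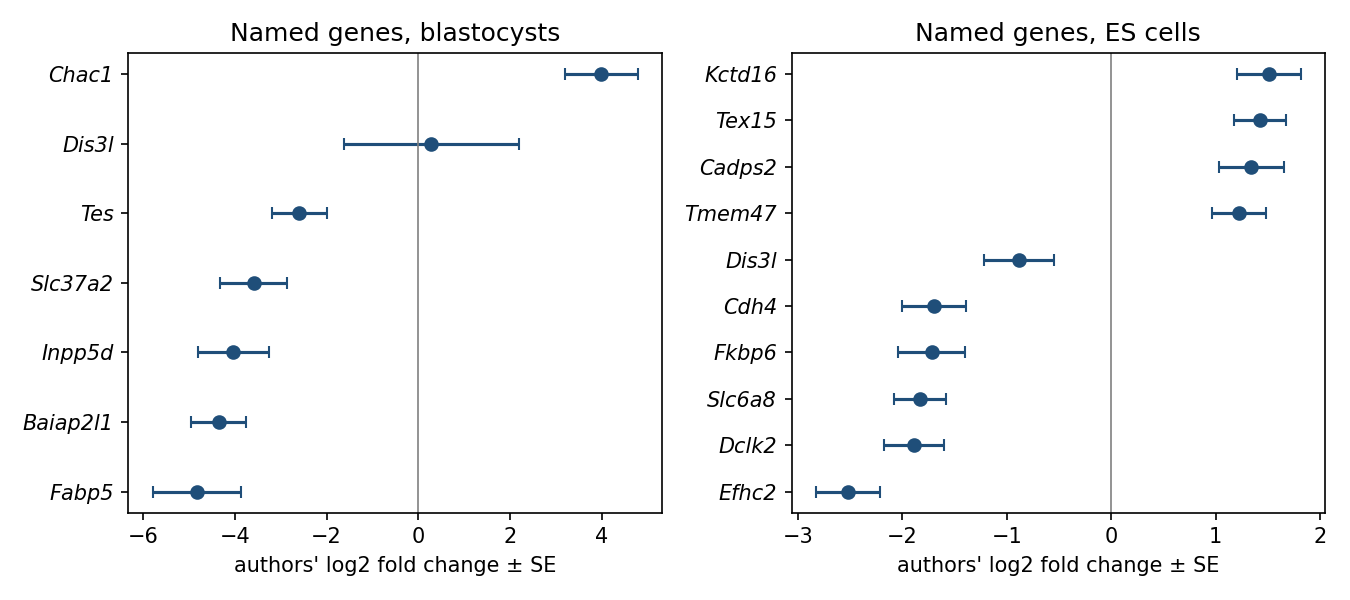
The horizontal axis is the authors' log2 fold change of each named gene and the bars are its standard error, in blastocysts (left) and ES cells (right). Dis3l lies at 0.28 with an error of 1.91 in blastocysts and at −0.88 with an error of 0.33 in ES cells, and the scales of the panels differ.

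Among the 9744 genes tested in both tables, 9 were changed in blastocysts and 24 in ES cells, and 0 were changed in both (one-sided Fisher's exact test, p = 1.00). With 0 shared genes this test can give no other value, so it does not decide whether changes are shared. At an unadjusted p-value under 0.05 the counts were 637 and 529, with 40 genes shared against 34.6 expected from the product of the shares (one-sided Fisher's exact test, p = 0.185). Of these 40 genes, 27 had the same deposited sign, and 245 of 10000 shuffled pairings of the genes gave at least as many. The overlap was not held at 40 in the shuffles, so their count mixes overlap with sign. Shuffling also removes the trend in GC content that both tables show. Because the direction of the comparison is not stated, the same sign need not mean the same effect of genotype. Across genes, which are not independent replicates, the Wald statistics of the tables had a Pearson's r of 0.030 and a Spearman's rho of 0.021. The tables share no library. Whether any gene's change differed between materials was not tested.

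No member of the exosome and SKI list had an adjusted p-value under 0.05 in either table. At an unadjusted p-value under 0.05 there was 1 gene in each, Exosc3. Its log2 fold change was −1.68 in blastocysts and 0.66 in ES cells in the authors' deposited tables. The list does not hold Dis3l itself, whose unadjusted p-value in the Wald test was 0.00778 in ES cells. The list's median log2 fold change was −0.23 in blastocysts (percentile 6.22) and 0.02 in ES cells (percentile 65.1), from 21 tested genes in each.

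Of the 8 lists, 1 lay outside the central 95% of random lists in blastocysts. The integrated stress response list, 19 tested genes, had a median log2 fold change of 0.73 and lay above all 10000 random lists, with 16 genes positive. Adjusted over the list alone 1 gene passed, Chac1, and adjusted over all genes tested the same 1. The other blastocyst medians were −0.20 for pluripotency (percentile 6.05), 0.24 for trophectoderm (96.3), 0.14 for primitive endoderm (79.3), −0.43 for p53 targets (3.93), −0.80 for interferon-stimulated genes (10.2) and −0.07 for fibroblast genes (50.5). Adjusted over the list alone, 1 pluripotency gene and 1 primitive endoderm gene passed, and 0 of either over all genes tested. At an unadjusted p-value under 0.05 there were 5 of 20 pluripotency genes, 5 of 20 trophectoderm genes, 3 of 19 integrated stress response genes, 2 of 19 p53 targets, 1 of 17 primitive endoderm genes, 1 of 9 interferon-stimulated genes and 0 of 9 fibroblast genes.

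In ES cells 4 of the 8 lists lay below the central 95%. The medians were −0.19 for pluripotency (percentile 0.040), −0.27 for primitive endoderm (0.18), −0.17 for p53 targets (0.55) and −0.21 for fibroblast genes (0.17). Adjusted over the list alone, 2 primitive endoderm genes passed and 0 genes of the other 3 lists, and over all genes tested 0 passed in each of these lists, while 3, 1, 3 and 4 genes of the primitive endoderm, pluripotency, p53 and fibroblast lists had an unadjusted p-value under 0.05. Trophectoderm (0.01, percentile 51.7), integrated stress response (−0.01, percentile 39.8) and interferon-stimulated genes (0.02, percentile 59.4) lay inside. The direction of the ES cell fibroblast median depended on negative-side column 2. By column it was read over list members with recovered reads and a mean of at least 30, which leaves out those with a mean above 350. The median log2 ratio was −1.05 against negative-side column 2 alone and 0.15 against negative-side column 1 alone. The columns lay at −0.09 and −0.64 on the positive side and at −0.27 and 0.69 on the negative side. Positive-side column 2 thus also lay apart from positive-side column 1. Against negative-side columns 2 and 1 alone, in that order, the ratios were −0.13 and −0.34 for 8 pluripotency genes. They were −0.19 and −0.31 for 15 p53 targets and −0.26 and −0.21 for 7 primitive endoderm genes. These kept their sign but differed in size. Positive-side columns were not left out in turn. Over these 8 pluripotency and 7 primitive endoderm genes the lowest column median was in positive-side column 2.

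**Figure D2:**
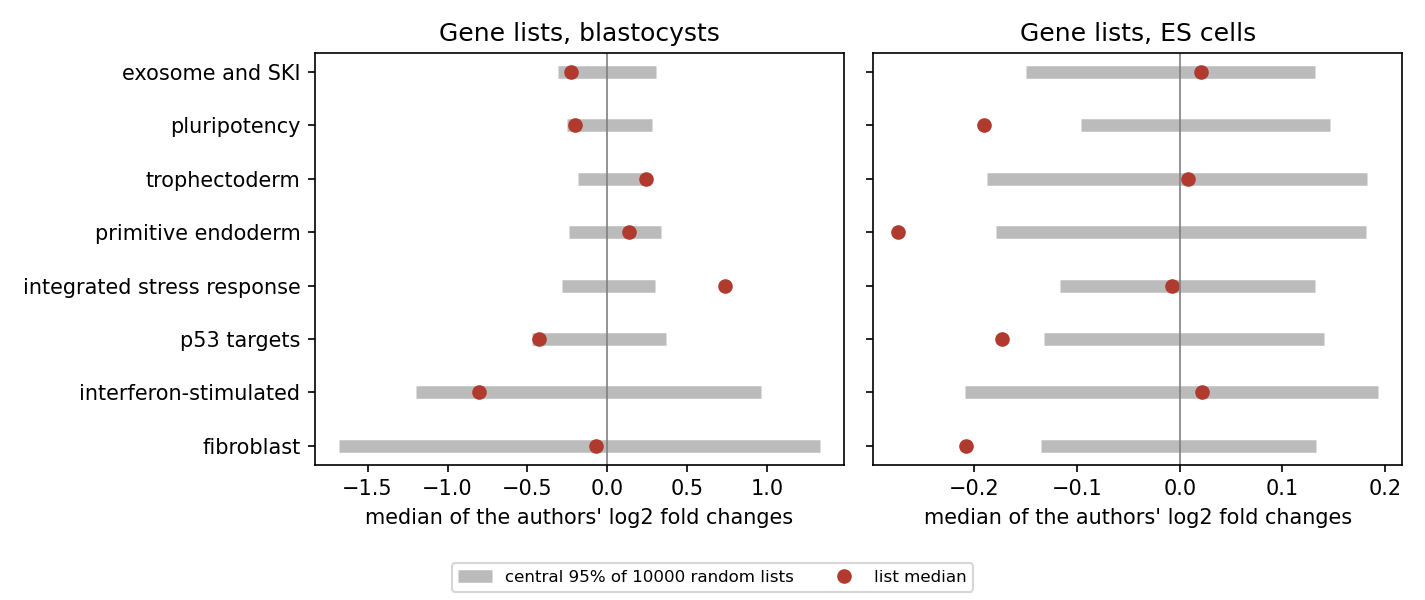
The horizontal axis is the median of the authors' log2 fold changes of each gene list (points), with the central 95% of 10000 random lists matched on mean expression (grey bars), in blastocysts (left) and ES cells (right). The integrated stress response list lies at 0.73 in blastocysts, outside its bar, and 4 ES cell lists lie below theirs.

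By chromosome, the ES cell table stood apart on the X. Of its 370 tested X-linked genes 80.0% had a negative log2 fold change, with a median of −0.31, while the medians of the 19 autosomes lay between −0.03 and 0.07. Of the 28 changed genes, 10 were X-linked, 9 of them negative, although 3.45% of tested genes are. In blastocysts the X-linked median was −0.18 over 613 genes, with autosomes between −0.10 and 0.06, and 0 of the 15 changed genes were X-linked. Mitochondrial genes had a median of 0.40 in both tables, over 16 genes in blastocysts and 7 in ES cells. The ES cell fold changes appear shrunken, so the equal medians do not mean equal sizes of change.

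**Figure D3:**
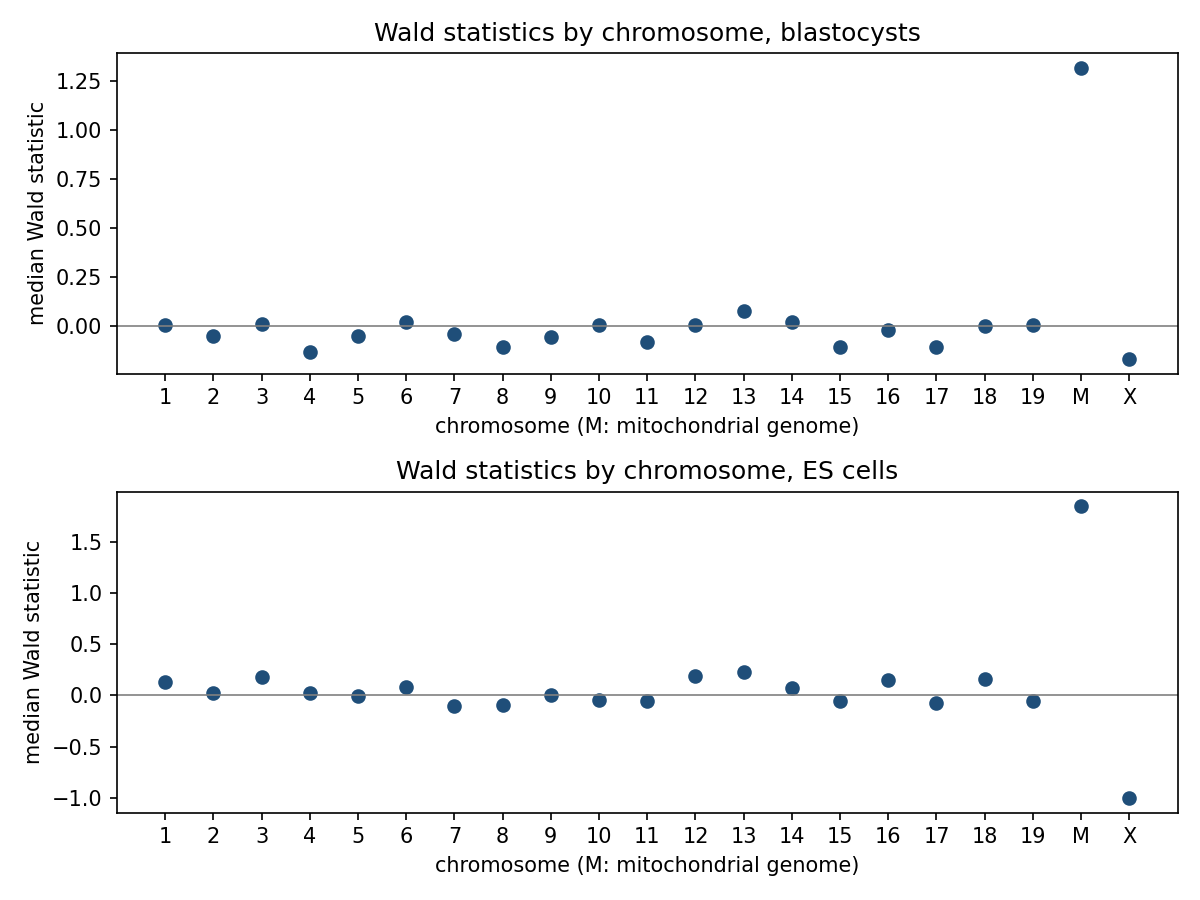
The vertical axis is the median of the authors' Wald statistics of the tested genes of each chromosome (points), in blastocysts (top) and ES cells (bottom), with the Y chromosome left out. The ES cell X lies at −1.004, and the mitochondrial genome at 1.85 in ES cells and 1.32 in blastocysts.

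The sex check genes were read in the same way. In the blastocyst table Xist had a mean of 1316 and a log2 fold change of −0.79 with a standard error of 2.27 in the authors' deposited table. Blastocyst reads of Uty were 0, 74 and 78 on the positive side and 0, 0 and 22 on the negative side, and those of Kdm5d were 0, 40 and 22 against 0, 0 and 12. Y-linked reads of both genes were thus present in 2 of 3 columns on one side and 1 of 3 on the other. In ES cells the reads of Uty were 4 and 500 on the positive side and 52 and 8 on the negative side. The authors' deposited table gave Ddx3y and Eif2s3y log2 fold changes of 1.40 and 1.13 with standard errors of 3.73 each in blastocysts and no p-value.

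**Figure D4:**
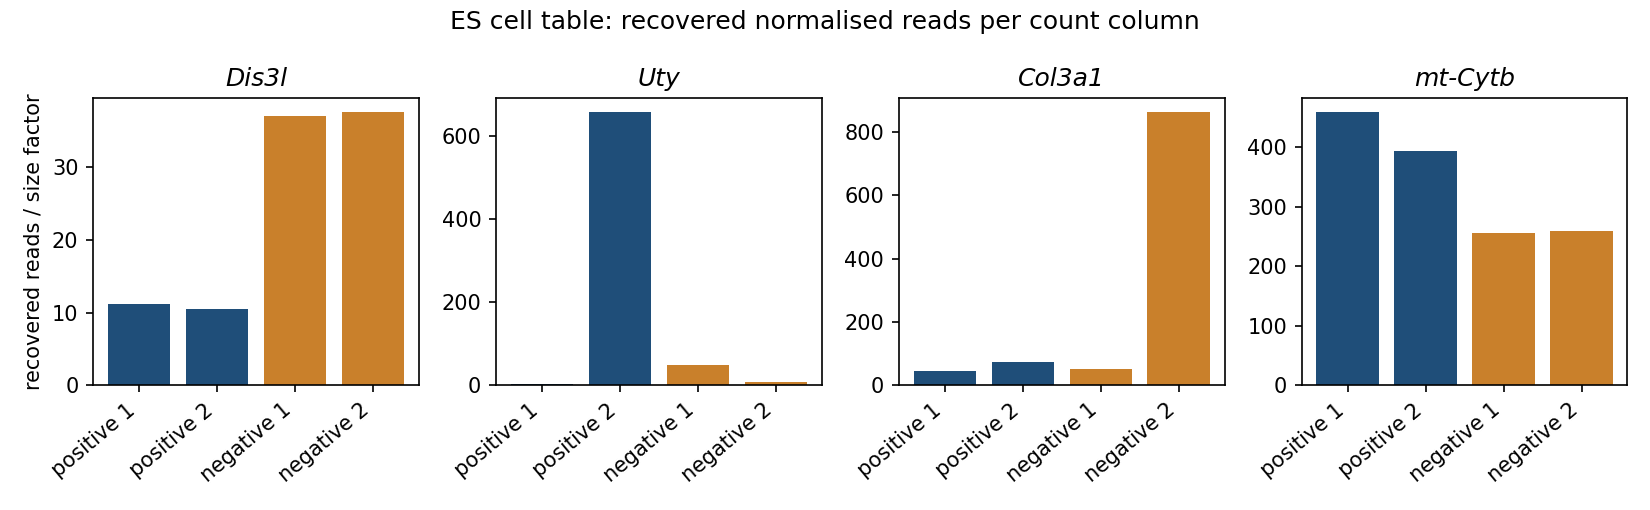
The vertical axis is the recovered reads of 4 genes divided by the size factor of each of the 4 count columns behind the ES cell table (bars), with positive-side columns in blue and negative-side columns in orange. Dis3l lies at 11.2 and 10.5 against 37.1 and 37.7, Uty is high in positive-side column 2 alone (658) and Col3a1 in negative-side column 2 alone (865).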

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

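Every test in this part was chosen after the result it bears on was seen.

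The blastocyst table gives 47 genes a log2 fold change but no p-value, and none of the comparisons uses them. Their median of the authors' means is 27.1 normalised counts and the highest is 3760, so they are not confined to low genes, and 29 of the 47 are positive. Tools of the kind the headers name leave out a p-value where 1 library holds an extreme count. For the 2 Y-linked genes among the 47, Ddx3y and Eif2s3y, a candidate explanation was tested, namely embryos of both sexes within a genotype (for the 2 Y-linked genes). Reads of 2 Y-linked genes outside the 47, Kdm5d and Uty, were present in 3 of the 6 libraries. These were 2 on one side and 1 on the other, so each side holds libraries with and without them. Kdm5d and Uty nevertheless have Wald test p-values in the authors' deposited table, 0.367 and 0.524. A mix of sexes within a side thus did not by itself remove a p-value, and the test does not decide the explanation. For the remaining genes no explanation was tested, and no biological explanation was tested either.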

How the results depend on the processing

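The stricter threshold, the minimum change, the adjustment over every gene and the minimum mean were fixed before the data were examined. The other alternatives below were chosen after seeing the data.

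The count of changed blastocyst genes, 15, fell to 9 at an adjusted p-value under 0.01, to 8 with a mean of at least 50 and to 9 after rescaling the statistics. All of the 9, 8 and 9 genes were among the 15. The minimum mean removed genes with fewer reads, and rescaling lowers each statistic because the blastocyst statistics have a robust SD of 1.09. The other alternatives gave 13 to 16 genes. The count of changed ES cell genes, 28, fell to 14 with autosomal genes only, since 10 of the 28 are X-linked and 4 of the 18 autosomal genes, with adjusted p-values from 0.0361 to 0.0492 before, no longer passed, and rose to 90 after rescaling, where the robust SD was 0.904 and 27 were positive against 63 negative. With a mean of at least 50 there were 39 ES cell genes, 12 positive and 27 negative, 21 of them among the 28. The other alternatives gave 20 to 27.

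Of the 63 comparisons of the 15 named genes with an alternative, 62 kept their side of the threshold. Tes in blastocysts reached an adjusted p-value of 0.0863 after rescaling, the highest of any.

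For Dis3l in ES cells the log2 fold change of −0.88 became −1.77 with the shrinkage approximately undone and −1.78 from the recovered reads. In blastocysts it was 0.27 from the recovered reads against 0.28.

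Of 45 recomputed list percentiles, 42 kept their side. The blastocyst pluripotency list moved from 6.05 to 2.16 with autosomal genes only, and the cause was not tested. With autosomal genes only, the ES cell trophectoderm list moved from 51.7 to 49.6 and the blastocyst fibroblast list from 50.5 to 49.5, across the middle of the random lists. The genes changed with the same deposited sign in both tables stayed at 0 at an adjusted p-value under 0.1. At an unadjusted p-value under 0.05, a looser threshold, they were 27.

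No paired analysis was possible because the tables hold no values per sample and so no replicate numbers. For the same reason leaving out each replicate, a sex covariate, other count tests and normalisations, a minimum in every library, pseudocounts, other gene set tests and a model of both materials were not run. A count test of the recovered reads was not done here, since the columns are not assigned to samples. Single count columns were compared for the ES cell lists, chromosomes and mitochondrial genes. For the blastocyst fold limits the highest column of a side was left out.

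Simulated log2 changes of 1 were recovered for 3 of 200 genes in the blastocyst table and for 93 of 200 in the ES cell table. The 2 numbers are on different scales because the ES cell changes appear shrunken, and depth was not separated from differences between embryos.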

Other observations

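The tests chosen after the result was seen were those of GC-matched autosomal genes for the mitochondrial genes, of sums of reads, of chance for the X-linked genes and the integrated stress response list, of shrinkage, of the embryos' X chromosome, of even read numbers, and of single count columns for the fibroblast list and the mitochondrial genes. Every pattern was noticed in the same tables on which it was tested.

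The ES cell means add up from 4 count columns although the labels list 6 ES cell samples. Chance sums were argued against: after 1e-06 was added to each mean, 0 of the 2858 genes with a mean under 12 had a solution, while 2858 had exactly 1 before. The sign of the ratio of the recovered reads matched the authors' in 99.2% of genes. Whether 2 samples were left out or replicates were merged before the comparison cannot be read from the table, and no biological explanation was tested.

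X-linked genes were lower on the positive side of the ES cell table. None of 10000 autosomal sets matched on mean expression (0) had a median Wald statistic as low as −1.004. A trend in GC content or transcript length is argued against, since the median residual after that fit was −1.20. Shrinkage leaves signs as they are, and 80.0% of the signs were negative. A few strongly changed genes are argued against as well, because 2 of 16 windows of 10 Mb had a median at or above 0. A candidate explanation is another X chromosome dosage in the lines of one genotype. It needs nearly every window to move together, and 14 of 16 did, while no autosome shifted as far. Agreement of windows alone does not single it out, since 14 of 17 X windows had a negative median in blastocysts as well. By count column, over genes with recovered reads and a mean from 30 to 350, the X lay at −0.31 and −0.23 on the positive side and at 0.07 and 0.36 on the negative side, with autosomes from −0.10 to 0.09. Reads of 3 Y-linked genes, Uty, Ddx3y and Eif2s3y, were high in positive-side column 2 alone, and Kdm5d, the other one with recovered reads, had 6 and 1 reads on the positive side and 3 and 0 on the negative side, so the columns on one side may differ in sex chromosomes. Loss of Dis3l acting on X-linked genes cannot be told apart from this, because X chromosome dosage and genotype may go together in the lines. The blastocysts do not decide it: their X-linked median lay at percentile 1.05 of autosomal sets with a median Wald statistic of −0.17, but after the fit on GC content, length and mean expression it was −0.07, at percentile 4.68, with autosomes from −0.08 to 0.10. Embryos of both sexes are present there.

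The integrated stress response list was higher on the positive side of the blastocyst table. Its percentile of 100 argues against a chance draw of genes, and without Chac1 it was still 100, over 18 genes with a median of 0.70. After the fit on GC content, length and mean expression it was 100 as well. A shift shared by both materials is argued against: the difference of the Wald statistics between the tables lay at percentile 99.85 over 19 genes. A response in embryos of one genotype may be one hypothesis. It was found and examined on the same data, single embryos can differ in handling or stage, and neither was tested.

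Single-column genes of the blastocyst table had an even number of reads in 93.2% of 1752 cases with 1 to 8 reads. Amplification duplicates add reads singly and are argued against, since genes with 4 reads were 10.4 times as frequent as genes with 3. Counting of both mates of a read pair may be the cause, in which case fewer fragments than reads stand behind a blastocyst value. In the ES cell table even numbers made up 48.9% to 51.0% per column. No biological explanation was tested.

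The 10 highest features held 42.6% of the summed blastocyst means, Lars2 alone 20.9%, with mt-Rnr2, Rn18s-rs5 and several predicted genes beside it. Ribosomal RNA reads counted at Lars2 are a candidate explanation: its share of the protein-coding signal was 130 times that in the table of the ES cell libraries depleted of ribosomal RNA. Neither table calls Lars2 changed, and no biological explanation was tested.

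Mitochondrial genes were higher on the positive side of both tables. A chance draw of genes is argued against, as the lower of the percentiles was 99.99. One library of the ES cell table as the source is argued against too: in 4 of the 5 mitochondrial genes with recovered reads both positive-side columns exceeded both negative-side columns, and mt-Nd6 was the exception. A trend in GC content or transcript length as the whole cause is argued against in both tables. Against autosomal genes nearest in GC content, alone or with length, the lowest percentile of the mitochondrial median over all settings was 99.6. The median residual after a fit on GC content, length and mean expression was 0.97 against 1.85 before in ES cells and 1.10 against 1.32 in blastocysts. Only 1.305% of the autosomal genes in the ES cell table have a GC content below the mitochondrial median of 37.1%, so that fit extrapolates. Mitochondrial genes share 1 genome and are not independent of each other. A biological difference between the genotypes stays open and untested.

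The autosomes of the ES cell table were ordered by GC content, with a Spearman's rho of −0.93 between median GC content and median Wald statistic over 19 autosomes. A GC content trend over genes may underlie the order, since within single autosomes the correlation across genes was negative in 19 of 19, from −0.38 to −0.0028. In the blastocyst table the rho over 19 autosomes was −0.78, and the correlation across genes was negative in 19 of 19 autosomes as well, from −0.16 to −0.014. Whether the trend comes from library preparation or from the genes themselves was not tested.

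The fibroblast list was lower on the positive side of the ES cell table. A GC content or length trend is argued against, with the median residual at percentile 0.33. In 4 of 16 genes the sides lay apart, while chance gives 33.3%, so the columns did not show a difference between the sides. They do not exclude loss of Dis3l acting in the ES cells. With 2 columns per side, the spread within each side can hide a difference. RNA of fibroblast-like cells in one library may be the source: against negative-side column 1 alone the median log2 ratio was 0.15. In the order positive-side column 1, positive-side column 2, negative-side column 1 and negative-side column 2, reads of Col3a1 were 56, 56, 56 and 895, those of Col1a2 were 95, 41, 89 and 304, and those of Postn were 3, 0, 1 and 131. The lines were grown on fibroblast feeders. All 22 genes of the list were tested in the ES cell table, so ES cell libraries hold some reads of each, and 0 of them are in another list.

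For the p53 targets the columns lay at −0.21 and −0.20 on the positive side and at 0.22 and 0.16 on the negative side, and in 8 of 15 genes the sides lay apart. The pluripotency list, for the 8 of its 19 tested genes with a mean from 30 to 350, lay at −0.02 and −0.52 on the positive side and at 0.12 and −0.19 on the negative side. In 5 of these 8 genes the sides lay apart, as they did in 5 of 7 primitive endoderm genes and 5 of 7 trophectoderm genes. The primitive endoderm columns lay at −0.05 and −0.36 on the positive side and at −0.08 and 0.07 on the negative side. In the pluripotency and primitive endoderm lists positive-side column 1 lay between the negative-side columns. Over these 8 and 7 genes the lowest column median was in positive-side column 2. The source of the full-list medians is not settled by this, because the other tested genes were left out. The sides also lay apart, in either direction, in most of the genes read. Beside Dis3l on chromosome 9, neither Megf11 nor the nearer Tipin had an adjusted p-value under 0.05 in ES cells. The log2 fold change of Megf11 was nevertheless as low as that of Dis3l, −0.95 against −0.88. Its unadjusted Wald test p-value was 0.00428, against 0.00778 for Dis3l. Tipin lay at −0.27, with an unadjusted Wald test p-value of 0.300. Whether the Megf11 difference has to do with the targeted locus or with the lines was not tested. Megf11 had 10 and 7 reads on the positive side and 43 and 31 on the negative side (adjusted p-value 0.325 in the authors' deposited table), and Tipin had 147 and 116 against 162 and 193 (adjusted p-value 1.00 in the authors' deposited table).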
